A study of Mus musculus with 14 samples.

How the data were processed

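The series profiled mouse cells by polyA RNA-seq, with paired reads of 150 bp on a HiSeq4000 instrument, per the labels' protocols. It holds 14 libraries. Embryonic stem cells (ESCs) of 4 lines were sampled at 3 stages: a wild-type line (WT3), a pair of Zfp281 knockout lines (KO3.34 and KO2.6), and KO3.34 with Zfp281 put back (Rescue3.34). The titles call the second knockout line 2.6 while its cell line field gives another number, and the title is used here. Stage ESC is undifferentiated. Stage cXENp1 is chemically induced extraembryonic endoderm (XEN) differentiation at passage 1, after 48 hours of retinoic acid at 0.01 µM and activin A at 10 ng/mL. Stage cXENp3 is passage 3, reached after a passage on fibroblast feeders. XENB1 and XEN5 are established XEN lines, which serve as the endpoint of the differentiation.

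The deposited table lists 23174 rows, each a gene locus with an XLOC identifier and a symbol, and 14 columns of values. The labels name neither the unit nor the aligner, genome build or annotation. The values were taken as FPKM (fragments scaled to transcript length and library size) that the authors deposited: they are not whole and never negative, and their sums differ between libraries, from 424406 to 718138. The table holds no read counts and shows no steps of 1 fragment, so the sequencing depth is unknown, no interval or detection limit was computed, and the precision of low values cannot be stated. Coordinates are those of the table, shifted to count from 1. Of 21191 genes matched by unique symbol to a GRCm38 annotation, 1.8% lay within 100 bp of their position there, so the build is another one, which the labels leave unstated, and no reference coordinates were used. A symbol repeats an earlier one in 259 rows. The rows run in 4 stretches of ascending identifiers, of 13132, 1080, 6 and 8956 rows.

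In the 6 rows of the third stretch and in Eef1a1, values of exactly 0 stand in whole pairs of libraries beside values above 0 in the rest, up to 5694 FPKM. These 7 genes are reported as listed at 0 where they are, with their values per library and without fold changes. They stayed in the fits, as the design had been fixed.

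The design had allowed for counts or normalized values, and the test for normalized values was used. Values were analysed as log2(FPKM + 1), which understates the change of genes with low values. Genes were kept where at least 2 of the fitted libraries reached 1 FPKM, which left 13191 genes, or 12372 for the comparison of XEN lines with ESCs. Linear models were fitted with limma (lmFit, eBayes with trend), and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Every adjusted p printed for a gene comes from limma, within 1 of 11 genome-wide comparisons. Stage comparisons used the 12 libraries of the course with line as a block, because each line gave 1 library per stage and the line pairs them. KO against WT and Rescue against KO used stage as a block. WT and Rescue are 1 line each, so libraries of 1 line stand in for replicates there and the lines themselves are not replicated. Comparisons of KO with Zfp281-present lines (WT3 and Rescue3.34) within a stage, and the interactions of stage with Zfp281, used 6 groups of 2 libraries with a shared spread.

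Each library was also placed on an axis from the ESC mean (0) to the XEN mean (1), by projecting its log2 profile over 13386 kept genes. KO and Zfp281-present lines were compared by an exact two-sided permutation of the 4 lines, which has 6 splits and a smallest possible p of 0.33. Lists of pluripotency and XEN genes, fixed before the data were examined, were tested with fry in the 6 groups, with adjustment over 6 tests. Lists of feeder fibroblast, primed epiblast, mesendoderm, retinoic acid response, trophoblast, Y-linked and X inactivation genes were fixed then too and served for description. A list of 2-cell-like genes was added after the data were seen. Genes named are Zfp281, the pluripotency and XEN lists, and in each comparison up to 3 genes that rose and 3 that fell with the largest change among called genes of the same sign in every line or pair. The results of 2 genes that the rule selects are not reported here. Other genes named were chosen after their values were seen, and the text says so.

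The fits were tested on simulated data with 200 genes changed by a log2 value of 2. They recovered 90.0% to 96.5% of the changed genes in 9 comparisons, 67.5% in the cXENp1 interaction and 75.0% in the cXENp3 interaction, with 5 to 13 false calls. The changed genes were drawn only from genes above a minimum mean level, with independent noise and no differences between lines. These shares therefore do not cover genes with low values, or differences specific to 1 line. Libraries simulated at axis positions 0.25, 0.5 and 0.75 were placed at 0.256, 0.488 and 0.724 by the same code. No 2 libraries held identical values. Alternatives covered the pseudocount (0.1), the filter on low values (any value above 0, or a mean of at least 5), quantile normalization, eBayes without trend, a minimum absolute log2 change of 1, blocks, the prefix of the library description as a term, camera in place of fry, and leaving out each line or stage. R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.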

Results

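Gene expression was measured in 14 libraries to ask whether Zfp281, a zinc finger transcription factor, limits the passage of mouse ESCs to XEN cells, as the series title puts it. XEN cells are stem cells of the extraembryonic endoderm, the lineage that forms the yolk sac. The course holds 1 library per line and stage for WT3, KO3.34, KO2.6 and Rescue3.34, and XENB1 and XEN5 give 1 library each. Values are deposited FPKM of unknown depth. Between 14972 and 16831 genes were above 0 per library, and the 10 most abundant genes took 6.1% to 12.2% of the FPKM sum. The library descriptions carry the prefix JH for the ESC libraries of WT3, KO3.34 and Rescue3.34 and XH for the other 11, so that a library batch, if the prefix marks one, overlaps with the ESC stage in every line except KO2.6.

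The knocked out gene was examined to check the labels. Zfp281 (XLOC_000413, chromosome 1, 138521478 to 138526968) had 29.2 ± 4.46 FPKM in WT3 and 31.1 ± 6.44 FPKM in Rescue3.34 (mean ± SD over 3 stages of 1 line). In KO2.6 it was listed at 0 in ESCs and at cXENp1, and had 0.559 FPKM at cXENp3. In KO3.34 it had 3.92, 1.29 and 3.96 FPKM at ESC, cXENp1 and cXENp3, on average 10.5% of WT3. XENB1 and XEN5 had 10.6 and 12.5 FPKM. The Zfp281-present libraries of the course exceeded the KO libraries by 3.87 on the log2 scale, against an SD of 0.76 between libraries, and by 3.99 after quantile normalization.

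The endpoint was defined by comparing the 2 XEN lines with the 4 ESC libraries. Of 12372 genes, 5181 were called, 2747 higher and 2434 lower in XEN; quantile normalization gave 2555 higher and 2793 lower. The alternative that moved this count most was a mean of at least 5 FPKM, which tests fewer genes and gave 3494. All 12 pluripotency genes were called lower, both over all genes and adjusted over the list alone. Of the 14 XEN genes, 14 were called, 10 of them higher; the other 4 are Lama1, Col4a1, Col4a2 and Sparc, which are listed at 0 in both XEN lines. By the naming rule the largest rises were those of Lyz2 (XLOC_002230, log2 change 8.91, SE 0.37, adjusted p 8.51e-06) and Ctgf (XLOC_001343, 8.18, SE 0.82, adjusted p 0.000238), beside Eef1a1, which is listed at 0 in 10 libraries. The largest falls were those of Dppa5a (XLOC_021835, -9.91, SE 0.73, adjusted p 5.95e-05), Tdgf1 (XLOC_021988, -8.82, SE 0.31, adjusted p 4.92e-06) and Sox2 (XLOC_012606, -8.64, SE 0.31, adjusted p 4.92e-06).

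The response to retinoic acid and activin was read from cXENp1 against ESC across the 4 lines. Of 13191 genes, 3760 were called, 1934 higher and 1826 lower, and 3690 of them had the same sign in all 4 lines. Quantile normalization gave 1764 higher and 1871 lower. Leaving out 1 line moved this count most, to 1244 without Rescue3.34, 1285 without KO3.34 and 2161 without WT3. The prefix differs between ESC and cXENp1 except in KO2.6, where 1 library per stage allows no test. Of 3749 genes called without KO2.6, 90.4% changed with the same sign in KO2.6. Cyp26a1 (XLOC_010060, chromosome 19, 37772298 to 37776026), which encodes a retinoic acid hydroxylase, rose by a log2 value of 8.81 (SE 0.85, adjusted p 0.000311), from at most 0.612 FPKM in ESCs to between 445.3 and 649.4 FPKM. Tagln rose by 7.01 (SE 0.60, adjusted p 0.000208) and Pmp22 by 6.63 (SE 0.59, adjusted p 0.000236). Tdgf1 changed by -8.00 (SE 0.89, adjusted p 0.000554), Esrrb by -6.77 (SE 1.04, adjusted p 0.00233) and Fgf4 by -6.18 (SE 0.71, adjusted p 0.000648). All 12 pluripotency genes were called lower, over all genes and adjusted over the list alone. Of 13 XEN genes tested, 1 was called by either adjustment, although all 13 were higher.

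At cXENp3 the lines were compared with their ESCs in the same fit. In this comparison 1233 genes were called, 705 higher and 528 lower; quantile normalization gave 656 higher and 734 lower. The count rested on single lines: it was 0 without KO3.34, with 2162 genes at an unadjusted p under 0.05, and 1 without Rescue3.34, 305 without KO2.6 and 2596 without WT3. Of those 305 genes, 85.9% changed with the same sign in KO2.6, the line with 1 prefix. Thbs1 (log2 change 6.59, SE 0.63, adjusted p 0.00424) and Tagln (6.58, SE 0.60, adjusted p 0.00424) had large rises. Acta2, also among the 3 named by the rule, was listed at 0 in every ESC library and had between 14.6 and 462 FPKM at cXENp3; these zeros fill whole pairs of libraries too. Ly6g6e (-3.77, SE 0.52, adjusted p 0.00996), Ifitm1 (-3.37, SE 0.58, adjusted p 0.0189) and Apoc1 (-3.27, SE 0.61, adjusted p 0.0221) fell. Of the pluripotency genes 2 were called over all genes and 9 adjusted over the list alone; of the XEN genes, 2 and 9.

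From cXENp1 to cXENp3, where every library has the prefix XH, 983 genes were called, 326 higher and 657 lower, and the count was 123 without KO3.34, 328 without Rescue3.34 and 648 without WT3. Retinoic acid targets fell: Cyp26a1 changed by -5.95 (SE 0.85, adjusted p 0.00415), Hoxb1 by -5.28 (SE 0.26, adjusted p 2.55e-05) and Hoxb8 by -4.95 (SE 0.33, adjusted p 0.000102). Tdgf1 rose by 6.30 (SE 0.89, adjusted p 0.00404), S100a4 by 4.94 (SE 0.60, adjusted p 0.0023) and Lyz2 by 4.78 (SE 0.52, adjusted p 0.00114). Of the pluripotency genes, 6 were called, all higher, and 10 adjusted over the list alone. Of the XEN genes, 1 was called over all genes and 1 adjusted over the list alone. It was Lama1 in either case, which was lower and is listed at 0 in both KO libraries at cXENp3, so no XEN gene was called higher. This comparison averages 4 lines that could move apart. Gata4 went from 4.57 to 410.2 FPKM in KO3.34 and from 91.2 to 323.1 FPKM in KO2.6. In WT3 Gata4 went from 2.72 to 1.11 FPKM, and in Rescue3.34 from 0.923 to 0.23 FPKM. The lack of calls thus does not show that XEN genes stayed level in the KO lines.

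The effect of genotype over the whole course was compared with stage as a block. KO differed from WT in 79 genes, 48 higher and 31 lower, and Rescue from KO in 59, 17 higher and 42 lower. Quantile normalization split the latter into 25 higher and 38 lower. With no stage block these counts were 4 and 5, with the description prefix as a term 28 and 32, and without KO2.6 they were 6 and 7. Leaving out a stage lowered KO against WT to 1 gene (ESC or cXENp1 left out) or 2 genes (cXENp3 left out), and Rescue against KO to 1, 2 and 3 genes (ESC, cXENp1 and cXENp3 left out). Against WT, Gpx2 was higher in KO by 3.87 (SE 0.48, adjusted p 0.0111) and Ctgf by 3.65 (SE 0.69, adjusted p 0.0494). Lower were Eif2s3y (-4.80, SE 0.57, adjusted p 0.0111), which is on the Y chromosome, Zfp281 (-3.83, SE 0.50, adjusted p 0.0158) and 2900011O08Rik (-2.86, SE 0.40, adjusted p 0.0181). In Rescue, Eif2s3y was higher than in KO by 3.99 (SE 0.57, adjusted p 0.0218), Zfp281 by 3.91 (SE 0.50, adjusted p 0.0162) and Aurkc by 2.56 (SE 0.39, adjusted p 0.0273), whereas Srgn changed by -5.81 (SE 1.02, adjusted p 0.0432) and Nnat by -4.15 (SE 0.58, adjusted p 0.0205). Hsp90ab1, selected by the rule in both comparisons and in those within each stage, is listed at 0 in the 6 Zfp281-present libraries of the course. No gene of the pluripotency or XEN list was called over all genes in either comparison, while 2656 and 2143 of all genes had an unadjusted p under 0.05. Adjusted over the list alone, 1 pluripotency and 9 XEN genes were called in KO against WT, and 1 and 5 in Rescue against KO.

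**Figure D1:**
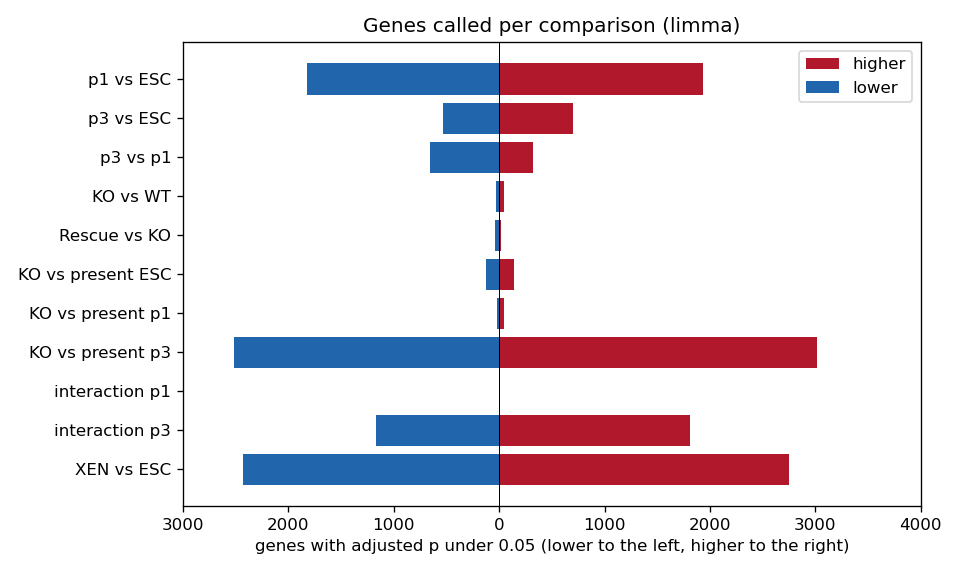
Number of genes (horizontal axis) called by limma at an adjusted p under 0.05 in each of the 11 comparisons, with genes lower to the left of 0 and genes higher to the right, where p1 and p3 stand for cXENp1 and cXENp3 and present for Zfp281-present lines. KO against Zfp281-present lines gave 260 genes at ESC, 64 at cXENp1 and 5528 at cXENp3.

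KO lines were then compared with Zfp281-present lines within each stage, 2 lines against 2. In ESCs 260 genes were called, 139 higher and 121 lower in KO; the count was 21 with the description prefix as a term, which only KO2.6 separates from the JH libraries. Vax2 (log2 difference 4.78, SE 0.48, adjusted p 0.00392) and Rpl29 (4.29, SE 0.39, adjusted p 0.00242) were higher. Rpl29 belongs to a ribosomal protein family with many near-identical copies, and its value is uncertain for that reason. Eif2s3y (-5.16, SE 0.83, adjusted p 0.0241) and Meg3 (-4.22, SE 0.92, adjusted p 0.0499) were lower. No pluripotency or XEN gene was called over all genes, and 1 pluripotency and 0 XEN genes adjusted over the list alone, while 2762 genes of all 13191 had an unadjusted p under 0.05.

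At cXENp1, 64 genes were called, 48 higher and 16 lower in KO, and quantile normalization gave 64 higher and 36 lower. A pseudocount of 0.1 gave 19 higher and 0 lower, and a mean of at least 5 FPKM gave 13 higher and 0 lower. The genes named below as lower were thus not called in either. Nnat was higher by 4.98 (SE 0.80, adjusted p 0.038). Zfp281 (-4.16, SE 0.72, adjusted p 0.0413), Ms4a4d (-2.85, SE 0.35, adjusted p 0.0117) and Rasgrp3 (-2.81, SE 0.28, adjusted p 0.00235) were lower. Snora21, a small nucleolar RNA, had 142.5 and 109.9 FPKM in KO2.6 and KO3.34 and was listed at 0 in the other 12 libraries. Its zeros fill whole pairs of libraries, as those of the 7 genes listed at 0 do, so the values do not tell absence from a failed estimate. No gene of either list was called over all genes (1486 genes of all tested had an unadjusted p under 0.05), and 1 XEN gene was called adjusted over the list alone.

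At cXENp3, 5528 genes were called, 3016 higher and 2512 lower in KO, and all 5528 had the same sign in the 4 pairs of a KO with a Zfp281-present library. Quantile normalization gave 2587 higher and 3101 lower and moved the median of all genes by -0.11, from 0.01 to -0.10. Of the pluripotency genes 11 were called, all lower, and Klf4 was higher by 0.85 (SE 0.41, limma adjusted p 0.126). Of 13 XEN genes 12 were called, 9 higher, the 4 lower ones of the 13 being Lama1, Col4a1, Col4a2 and Sparc, which are listed at 0 in both KO libraries. Adjusted over the list alone the numbers were 11 and 13. Gata4 (XLOC_006434, chromosome 14, 63817752 to 63864097) had 410.2 and 323.1 FPKM in KO3.34 and KO2.6, against 1.11 in WT3, 0.23 in Rescue3.34 and 326.3 and 430.2 in XENB1 and XEN5. Sox17 (XLOC_000635, chromosome 1, 4481009 to 4486494) had 182.6 and 105.9 FPKM in the KO lines and 0.306 and 0.0632 in WT3 and Rescue3.34. Pou5f1 (XLOC_008462, chromosome 17, 35642977 to 35647722) had 188.5 and 47.4 FPKM in KO3.34 and KO2.6, against 1313 in WT3 and 685.1 in Rescue3.34. Nanog (XLOC_016794, chromosome 6, 122657586 to 122663796) had 28.5 and 1.64 FPKM against 280.3 and 221.3. Lefty2 was lower in KO by a log2 value of -6.92 (SE 0.55, adjusted p 6.32e-05). Fxyd3 had 232.7 and 364.5 FPKM in KO3.34 and KO2.6 and was listed at 0 in WT3 and Rescue3.34 at this stage.

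**Figure D2:**
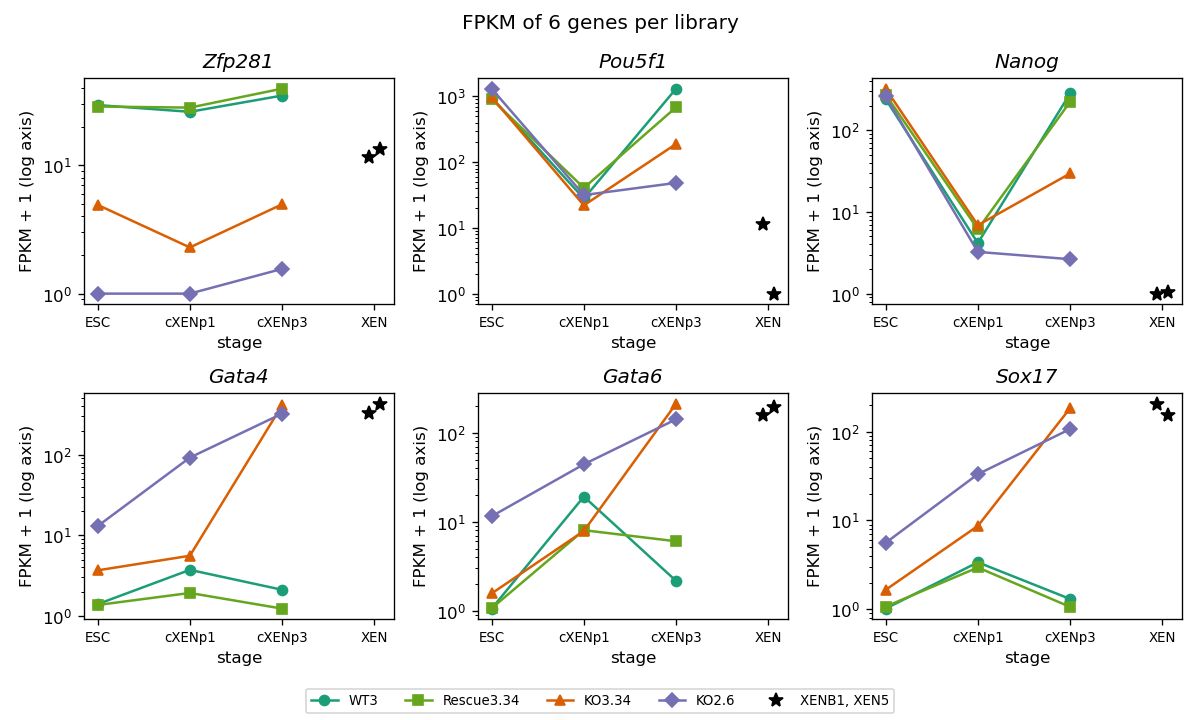
FPKM + 1 on a log axis for Zfp281, Pou5f1, Nanog, Gata4, Gata6 and Sox17 in each library, by stage on the horizontal axis; lines join the libraries of 1 line and stars show XENB1 and XEN5. Gata4 reached 410.2 and 323.1 FPKM in the KO lines at cXENp3, against 1.11 in WT3 and 0.23 in Rescue3.34.

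Whether the Zfp281 effect changed with stage was tested as an interaction. Relative to ESC, 2975 genes had an interaction at cXENp3, 1807 higher and 1168 lower, or 1403 higher and 1527 lower after quantile normalization, which moved the median of all genes by -0.14. Hs3st1, among the genes named by the rule, was listed at 0 in the ESC libraries of WT3 and Rescue3.34 and had 357.3 and 258.7 FPKM in KO3.34 and KO2.6 at cXENp3, against 0.27 and 0.219 in WT3 and Rescue3.34. At cXENp1 the interaction was called in 5 genes, all higher: Snora21, AA792892, Aqp9, H2-M10.4 and A430089I19Rik. The last 2 fall outside the naming rule and are named because the count is 5. AA792892 had 20.7 and 34.5 FPKM in KO2.6 and KO3.34 at cXENp1 and was listed at 0 in WT3 and Rescue3.34 at every stage. Aqp9 had 12.1 and 7.12 FPKM there and at most 0.256 elsewhere. A430089I19Rik names 3 loci in the table, so its value is uncertain.

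Positions on the axis from ESC (0) to XEN (1) summarised each library. At cXENp1 the positions were 0.396 in WT3, 0.354 in Rescue3.34, 0.392 in KO3.34 and 0.502 in KO2.6. At cXENp3 they were 0.056, 0.286, 0.769 and 0.921. KO minus Zfp281-present was 0.072 at cXENp1 (pooled SD between lines 0.059, exact permutation p 0.67) and 0.674 at cXENp3 (pooled SD 0.137, exact permutation p 0.33, the smallest that 6 splits allow). In ESCs the difference was 0.061 (pooled SD 0.041, exact permutation p 0.33), and 0.103 without KO3.34 and 0.029 without WT3. These libraries also set the 0 of the axis; with each placed against the other 3, an alternative chosen after the data were seen, the difference was 0.102 (pooled SD 0.071, exact permutation p 0.33). The alternative that moved the cXENp3 value most was leaving out WT3, with 0.557. From cXENp1 to cXENp3 the position changed by 0.377 in KO3.34 and 0.418 in KO2.6, and by -0.340 in WT3 and -0.068 in Rescue3.34. The axis covers all kept genes, so a position does not measure XEN genes alone. WT3 at cXENp1, at 0.396, had 2.72 FPKM of Gata4, against 326.3 and 430.2 in XENB1 and XEN5. Its Nanog was 3.15 FPKM, against 239.4 in WT3 ESCs. Rescue3.34 at cXENp3, at 0.286, had 0.23 FPKM of Gata4. Its Col1a1 was 509.0 FPKM, against 326.2 and 278 in XENB1 and XEN5.

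**Figure D3:**
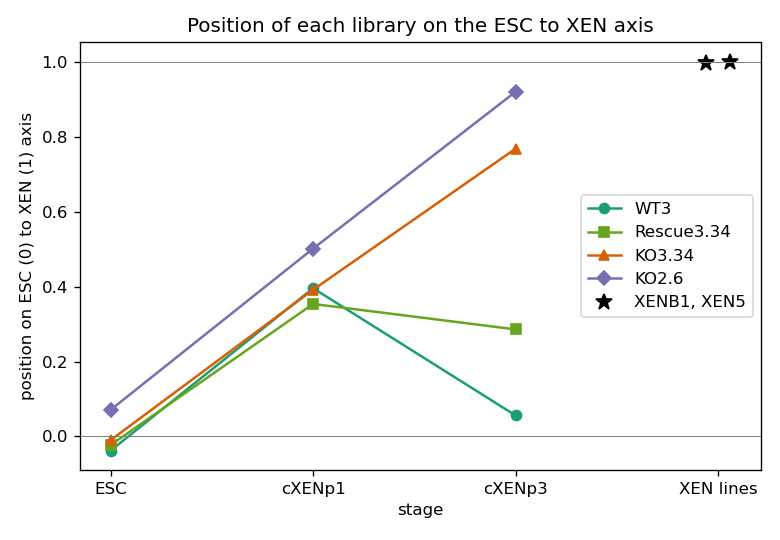
Position of each library between the mean of the 4 ESC libraries (0) and the mean of XENB1 and XEN5 (1), without unit, by stage; lines join the libraries of 1 line and stars show the XEN lines. KO3.34 and KO2.6 reached 0.769 and 0.921 at cXENp3, while WT3 and Rescue3.34 were at 0.056 and 0.286.

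The fixed lists were tested as sets with fry. The pluripotency list differed by a mean log2 value of -0.19 in ESCs (adjusted p 0.983), 0.03 at cXENp1 (adjusted p 0.983) and -3.05 at cXENp3 (adjusted p 0.017; 11 of 12 genes lower), between KO and Zfp281-present lines under fry, a rotation test in limma. The XEN list differed by 1.33 in ESCs (limma fry, adjusted p 0.434) and by 1.57 at cXENp1 (limma fry, adjusted p 0.403), and both rested on KO2.6: without it they were 0.30 and 0.06, and without KO3.34 2.36 and 3.07. At cXENp3 the XEN list differed by 2.50 (limma fry, adjusted p 0.0608), which did not pass the threshold, with 9 of 13 genes higher. Without the genes listed at 0, an alternative chosen after the data were seen, 9 genes differed by 5.81 (limma fry, adjusted p 0.00439). This choice leaves out exactly the genes that were lower, so it favours a rise and its p does not count as a separate test. Those genes, Lama1, Col4a1, Col4a2 and Sparc, are listed at 0 in both KO libraries at cXENp3 and in both XEN lines. Their zeros may be failed estimates, so the fry result over the whole list does not count against a rise either.

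The KO changes were compared with the difference between XEN lines and ESCs. Of the 3489 genes called both in KO against Zfp281-present lines at cXENp3 and in XEN against ESC, 3455 (99.0%) had the same sign. At cXENp1 12 of 23 such genes did. In ESCs 38 of 54 (70.4%) did. These comparisons share the ESC libraries, and simulated unchanged lines against the same libraries gave 49.1% (SD 7.3 over 200 draws). The simulation varied each gene independently, whereas a single divergent line could move many real genes together. The simulated share therefore cannot decide whether 70.4% exceeds chance, and no conclusion is drawn from it.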

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

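All tests of explanations in this part, except the one of material from the KO3.34 sample, were chosen or given their limits after the results they bear on had been seen.

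The change of axis position from cXENp1 to cXENp3 ran in opposite directions. On this axis of all kept genes, both KO lines moved toward XEN and both Zfp281-present lines moved back, a difference of 0.601. This difference of changes was not tested. The interaction of stage with Zfp281 was called in 2975 genes at cXENp3 and in 5 genes at cXENp1. A library batch marked by the description prefix cannot produce the cXENp3 difference between lines by itself, as all 8 libraries of cXENp1 and cXENp3 have the prefix XH, and the cXENp3 interaction was 2418 with the prefix as a term. Loss of Zfp281 is the difference the design names and stays open, as does any other difference between the 4 lines, since each genotype other than KO is 1 line.

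The counts of calls were set against other splits of the same libraries. For cXENp1 against ESC, 1 of 35 splits gave as many genes, the real one included. For cXENp3 against ESC it was 2 of 35, a share above 5%. The other split, with 3502 genes, still set 3 ESC libraries against 3 of cXENp3 and exchanged WT3 at cXENp3 with Rescue3.34 at ESC, which breaks the pairing by line. Among the 8 splits that part all 4 lines, as the pairing asks, the real one alone gave as many. The smallest share that 8 splits allow is itself above 5%, so this count cannot set the share of 2 of 35 aside. For cXENp3 against cXENp1 it was 1 of 35. For KO against WT it was 3 of 84, and the other splits, with 842 and 1096 genes, set the KO cXENp3 libraries and a further KO2.6 library apart from the rest. For Rescue against KO it was 3 of 84, with 972 and 500 genes in the others, which set apart both KO libraries of cXENp3 with KO2.6 at cXENp1 and at ESC, respectively. Among the 27 splits that part the stages alike, 1 gave as many genes in either comparison, the real one. Most of these splits exchange single libraries, while the unit is the line. The splits that keep the 3 lines whole gave 79, 2 and 3 genes in KO against WT. In Rescue against KO they gave 59, 3 and 3. So few splits cannot give a share under 5%, and any lasting difference between lines could set the real split apart. These counts therefore do not decide on genotype. Genes called without KO2.6 had the same sign in KO2.6, whose libraries share 1 prefix, in 90.4% of cases for cXENp1 against ESC and 85.9% for cXENp3 against ESC, which argues against the prefix as the whole cause.

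Transcripts listed at 0 in 2 libraries of a line had values above 0 in its last library. Ddx3y, a Y-linked gene, had 1.79 FPKM in KO2.6 at cXENp3 and was listed at 0 in the ESC and cXENp1 libraries of that line. Zfp281 and the 4 Y-linked genes of the list all went from 0 to above 0, 5 of 5. These zeros may be failed estimates. Eef1a1 is listed at 0 in the same libraries, but it is at 0 in 10 libraries in all. These include every library of WT3 and Rescue3.34, where Zfp281 was above 0, so Eef1a1 does not single out failures here. KO2.6 is labelled a Zfp281 knockout, so its Zfp281 zeros need no failed estimate. Of 12143 other genes with a mean of at least 1 FPKM in the other lines, 46 (0.379%) were at 0 in both. Of these, 29 were above 0 at cXENp3. Failures spread evenly over genes are argued against by that share, since Zfp281, Ddx3y, Eif2s3y and Uty were all at 0 in both. Failures specific to these genes stay open. Another candidate explanation is material of another origin in the cXENp3 library. Kdm5d was left out of the comparison of sources. At cXENp3 it had 0.146 FPKM in KO2.6, above the 0.131 in KO3.34 and 0.0102 in WT3, and values this low are of unknown precision. Sources were compared at the smallest share that Zfp281, Ddx3y, Eif2s3y or Uty needs. The comparison used genes of at least 100 FPKM in the source that were above 0 but under 50% of the level this share brings. Material like WT3 at cXENp3 is argued against: at a share of 1.64%, 6 of 931 genes were under that level, namely Alpl, Esrrb, Gm7325, Lefty1, Lefty2 and Nanog. Reads exchanged in equal shares with all other libraries were tested only at 3.4%, the share Zfp281 needs. There 1 of 870 genes, Nanog, was under that level. The minimum, a mean of 100 FPKM elsewhere, left out Esrrb and Lefty2, which counted against WT3. They had 0.509 and 0.219 FPKM in KO2.6 at cXENp3. Equal exchange thus stays undecided for Zfp281. Ddx3y needs a larger share, at which Nanog falls further short. That argues against equal exchange for Ddx3y, but 1 gene does not settle it. The limit of 50% was set with most of these values known, as were those of the other tests of exchange, which gave different verdicts and are not used. Material from the KO3.34 sample at cXENp3 remains open, with 0 of 954 genes at a share of 13.5%. The minimum of 100 FPKM leaves out Esrrb and Nanog, which counted against WT3. At cXENp3 they had 22.8 and 28.5 FPKM in KO3.34, and 0.509 and 1.64 FPKM in KO2.6. By the test chosen before, 137 of 6786 genes (2.0%) stayed below the 36.5% that Ddx3y needs, under the limit of 5%. These libraries correlate at 0.959 (Pearson r), so most genes could pass with no material exchanged, and that test decides nothing. Feeder fibroblasts from passage 2 remain open too: all 14 genes of the fibroblast list rose from cXENp1 to cXENp3 in KO2.6, but both XEN lines had at least 1 FPKM of 13 of them. No biological explanation was tested.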

How the results depend on the processing

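Alternatives changed one choice at a time. Treating the zeros of the 7 genes as missing, leaving these genes off the axis, leaving them out of the lists, and placing each ESC library against the other 3 were chosen after seeing the data. KO against Zfp281-present lines at cXENp3 (3909 to 6136 genes), its interaction at cXENp3 (2341 to 2999) and XEN against ESC (3494 to 6661, and 4102 to 6235 across the 4 fits that each left out one ESC library) stayed within 1.5 times of the reported counts.

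Requiring a mean of at least 5 FPKM, which tests fewer genes, gave 2369 genes for cXENp1 against ESC, 725 for cXENp3 against ESC, 409 for cXENp3 against cXENp1, 13 for KO against Zfp281-present lines at cXENp1 and 1 for the cXENp1 interaction. Keeping every gene with a value above 0 gave 460 for cXENp3 against ESC, 31 for KO against WT, 136 at cXENp1 and 26 for the cXENp1 interaction. A pseudocount of 0.1 gave 19 at cXENp1 and 1 for that interaction. Quantile normalization gave 160 in ESCs, 100 at cXENp1 and 3 for the interaction. A minimum absolute log2 change of 1 gave 2408 for cXENp1 against ESC. With no stage block KO against WT gave 4 and Rescue against KO 5, and with the prefix as a term they gave 28 and 32, and KO against Zfp281-present lines 21 in ESCs and 102 at cXENp1. The causes were not tested apart from the number of genes tested.

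Line pairs the stages because the libraries come from one cell line. With no line block the stage counts were 3383, 860 and 827, each within 1.5 times of the count with the block, and line as a block gave 4 and 2999 interactions.

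Across fits that each left out a line, the counts ranged from 1244 to 3749 for cXENp1 against ESC, from 0 to 2596 for cXENp3 against ESC (2162 genes at an unadjusted p under 0.05 beside the 0) and from 123 to 1011 for cXENp3 against cXENp1. Leaving out a stage or a KO line gave 1 to 91 for KO against WT and 1 to 58 for Rescue against KO. Of the 79 genes 4 were also called without KO2.6, and of the 59 genes 4. The axis difference in ESCs ranged from 0.029 to 0.103 (0.102 with each ESC library placed against the other 3), at cXENp1 from 0.024 to 0.125 and at cXENp3 from 0.557 to 0.782. The pluripotency shift in ESCs ranged from -0.50 to 0.11 and at cXENp1 from -0.12 to 0.19, reversing in ESCs without KO2.6 and at cXENp1 without WT3. Leaving out a line within a stage or a XEN line was not run for counts, by choice, since a group would hold 1 library. The counts within a stage and of the interactions were therefore not checked for their dependence on single lines.

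Camera, with a preset correlation of 0.01, called the XEN list shifts of 1.33 in ESCs (adjusted p 0.00525), 1.57 at cXENp1 (0.000767) and 2.50 at cXENp3 (0.0214); none of the 3 held under fry, and the fall of the pluripotency list at cXENp3 held under both. Over its alternatives the XEN list at cXENp3 had adjusted p from 0.00439 to 0.183. The lowest came with a shift of 5.81 without the genes listed at 0, which leaves out the genes that were lower. The pluripotency shift at cXENp1 reversed to -0.052 under quantile normalization.

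Single genes that reversed were not called either way. Under a pseudocount of 0.1, Dab2 (-0.054) reversed from cXENp1 to cXENp3, Sox17 (-0.92), Sox7 (-0.66) and Pdgfra (-1.61) in the cXENp1 interaction and Zfp281 (1.00) in the cXENp3 interaction. Under quantile normalization Dppa5a (-0.034) reversed from cXENp1 to cXENp3, and Klf4 (-0.011) and Tdgf1 (-0.011) in KO against Zfp281-present ESCs. Among the named genes and shares 42 values changed: 26 weaker, 7 stronger, 8 reversed and 1 moved. Depth is unknown, so no limit from it can be given.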

Other observations

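The tests in this part were chosen after the patterns had been seen, except the one of XEN material in KO2.6 ESCs.

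A set of 7 genes is listed at exactly 0 in whole pairs of libraries, a pair being the 2 KO or the 2 Zfp281-present libraries of a stage or the 2 XEN lines. Lamc1, Sparc, Lama1, Col4a1 and Col4a2 are at 0 in KO3.34 and KO2.6 at cXENp3 and in both XEN lines. Hsp90ab1 is at 0 in the 6 Zfp281-present libraries of the course and has between 1130 and 3624 FPKM in the other 8. Eef1a1 is at 0 in 10 libraries and has between 4030 and 5694 FPKM in 4. The first 6 are the whole stretch of 6 rows out of order in the table. Outside the stretch, 27 genes have a maximum at least as high as the lowest of these 6 and a 0, and in 7 of them the zeros fill whole pairs: Eef1a1, Lefty2, Glipr1, 2210409E12Rik, Acta2, Hs3st1 and Aqp8. Failed estimates when pairs of libraries were quantified together are a candidate explanation that stays open, since the pairs were defined from the 7 genes listed first and these counts do not decide it. For Lama1 and Lamc1, loss of expression is argued against by Lamb1, which assembles with Lama1 and Lamc1 and had at least 1767.5 FPKM in those 4 libraries, against at most 278.3 elsewhere. For the other 5 genes loss of expression was not tested. Hsp90ab1 had 1717.7 and 1490.3 FPKM in XENB1 and XEN5, which had 10.6 and 12.5 FPKM of Zfp281. Its zeros therefore do not follow Zfp281 alone.

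KO2.6 ESCs already carried XEN transcripts. Gata6 had 10.5 FPKM and Sox17 4.59 FPKM there, against 0.562 and 0.653 in KO3.34, 0.0558 and 0.0167 in WT3 and 0.0642 and 0.0712 in Rescue3.34. Over the XEN list KO2.6 exceeded KO3.34 by a mean log2 value of 1.91 in ESCs. Material of the XEN lines is argued against: of 22 genes abundant in the XEN lines and under 1 FPKM in WT3 and Rescue3.34 ESCs, 15 reached under 20% of the share that the XEN list needs. A library batch marked by the prefix stays open, since KO2.6 is the only ESC library with XH. Where both libraries have XH, the excess was 2.87 at cXENp1 and -0.15 at cXENp3 (10 genes), which point different ways. Differentiation of some KO2.6 cells before the treatment may be a candidate explanation and was not tested.

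Rescue3.34 at cXENp3 had high levels of the fibroblast list: Col1a1 had 509.0 FPKM, Col3a1 305.0 FPKM and Mmp2 141.0 FPKM. Cells like the XEN lines are argued against, since Col1a1 would need 168.5% of their level while 9 XEN list genes reached a median of 0.479%. Carried over feeders could be the source: 9 of the 14 genes were above both XEN lines and 13 rose from cXENp1 to cXENp3. In WT3, passed over feeders too, 6 of the 14 rose. No feeder library was used here, so feeders and mesenchymal cells of the line cannot be told apart.

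The Y-linked genes of Rescue3.34 differed from those of KO3.34, its stated parent. The log2 ratio of Eif2s3y to Ddx3y was 2.60 ± 0.60 in Rescue3.34, -0.79 ± 0.88 in KO3.34 and 1.88 ± 0.60 in WT3 (mean ± SD over 3 stages), a difference of 3.39 between Rescue3.34 and KO3.34. A different origin of the sequenced cells and a clonal difference cannot be told apart with 1 line each. XENB1 and XEN5 had 50.5 and 57.2 FPKM of Xist, against at most 0.55 in the course, together with 2.82 and 1.28 FPKM of Ddx3y.

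Genes of the 2-cell-like list rose at cXENp1 in every line. Zscan4d had 50.1, 23.4, 101.2 and 53.1 FPKM in WT3, Rescue3.34, KO3.34 and KO2.6, against at most 1.07 in ESCs (limma, log2 change 5.40, adjusted p 0.000957). Of 10 list genes in the table, 7 had every cXENp1 library above every ESC library. Reads shared between near-identical copies may inflate single members; Zfp352 had at least 0.707 FPKM at cXENp1 and at most 0.199 in ESCs, and the genes were picked for the pattern, so this decides nothing.

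The other fixed lists gave these values. Retinoic acid response genes were highest at cXENp1, such as Crabp2 with 256.2, 279.0, 206.4 and 153.7 FPKM in WT3, Rescue3.34, KO3.34 and KO2.6. Of the trophoblast list, Krt8 had 392.5 and 437.9 FPKM in KO3.34 and KO2.6 at cXENp3 against 9.67 and 13.1 in WT3 and Rescue3.34, while Elf5 stayed under 0.23 FPKM in every library. Of the primed epiblast list, Dnmt3b reached 43.9 FPKM in KO2.6 at cXENp1, Sox3 reached 41.0 FPKM in Rescue3.34 at cXENp1 and Otx2 reached 19.9 FPKM in WT3 at cXENp3, while Fgf5 was at most 4.05 FPKM. Of the mesendoderm list, Eomes was at most 5.39 FPKM and T at most 0.586 FPKM.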
